A study of Mus musculus with 6 samples. Its data were reported in "Multi-omics profile of the mouse dentate gyrus after kainic acid-induced status epilepticus" (2016).

How the data were processed

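Total RNA was isolated with TRIzol from the micro-dissected right DG of C57BL/6j mice, separate animals in the saline and KA-SE groups, and labelled cRNA was hybridized to Illumina MouseWG-6 beadchips, 1 array per mouse, without pooling. The authors read the arrays in GenomeStudio. The deposited raw table holds, for each probe and array, an intensity on a linear scale without background subtraction. For each of these, the authors also deposited a detection p-value, for which their methods name negative control probes, mismatch probes and stringency. The values of a further deposited table, called a score here, were made by the authors from these intensities by background correction, transformation and normalization, as their methods state, and all its columns hold the same set of values, as quantile normalization leaves them. The log base and offset of the score remain unknown. Its columns have a median of 18.1 and a range from 15.0 to 23.2. The score ranks the probes of each array as the raw intensity does (Spearman correlation 1), so direction is settled, and among bright probes it spans 0.504 to 0.527 units per log2 unit of intensity. It was used as an alternative on its own scale. Software versions of the upstream steps are not given in the sources used here.

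Arrays were assigned to groups by the sample titles, and 2 of the raw table's KA-SE columns, whose names carry an additional digit, were assigned by their trailing replicate number. Each raw column deviated from the probe means most like the processed column of the same sample. Neither slide positions nor scan times were used here, so a difference between array batches was not tested.

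Raw intensities were background-corrected by normexp with negative control values inferred from the detection p-values, which takes each as a rank among negative controls, with an offset of 16, quantile normalized and transformed to log2 (neqc in limma 3.58.1, R 4.3.3). Probes with a detection p-value under 0.05 on all 3 arrays of at least 1 group were kept, 21226 of 45281. KA-SE was compared with saline by limma's linear model and empirical Bayes moderation (prior degrees of freedom 6.40), two-sided, with Benjamini-Hochberg adjustment over all kept probes and a threshold of 0.05. The standard error given with a log2 change is the moderated one. A gene's value is that of its tested probe with the highest mean. Of 17 genes with several tested probes and a passing probe, 14 also had one that did not pass. Where a probe was below the detection limit on every array of a group, its fold is given as a lower bound, against the mean of the lowest detected signal on each array of that group or the probe's own signal if higher. The 20 assignments of 6 arrays to groups of 3 allow no permutation p below 0.1 for a single probe.

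Probes were named from the array's platform annotation, with symbols updated by Entrez identifier through the RefSeq gene table of mouse assembly GRCm38.p6. Of the 45281 probes, 34885 had 1 gene, 18 had several and were left unnamed, and 10378 had none listed. As the annotation names no genome build, no coordinates are given. Of the probes tested, 17929 were named, for 11222 genes.

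All tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined, unless said otherwise. That rule took Bcl2l13 and Bax, up to 12 genes per direction with the largest log2 change among genes that passed and whose groups did not overlap, without clone or predicted-gene names, filled up to 12 by the smallest p-values, and up to 4 members of each list with the smallest adjusted p. Gene lists for cell types and pathways, 42 in number with 1030 symbols, came from general knowledge of the tissue, and 931 symbols were matched, 15 of them through a synonym. Lists with at least 5 tested members were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation, and by fry, each with Benjamini-Hochberg adjustment over the 40 lists. Members were counted as passing over all probes and as adjusted over the list alone. Members of a list are not independent of each other, and lists share genes, as complement and reactive astrocyte share C4b. Bax, to which no probe was assigned here, and the planned test of microRNA seed sites in 3' untranslated regions, for which no transcript sequences were used here, were not analysed here. Another planned single-gene result is not reported here.

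Alternatives covered background correction, normalization, source of the values, the filter on dim probes, variance prior, array weights and a replicate block. They also covered the choice among probes of a gene, a permutation p-value under 0.01, the study's threshold, and omission of each array. Pooling the permutation null over probes was a choice made here, as the study does not describe its null. Permutation of the array labels into the 10 possible splits was run for the counts.

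The procedure was tested on simulated data drawn from the real probe means and limma's moderated variances. It held 21226 probes, with 200 genes changed between KA-SE and saline. For 1.5-fold changes limma recovered 56.7% of the genes, for 2-fold changes 100% and for 3-fold changes 100%, with 12 unchanged probes called. These simulated probes were independent of each other. Moderation draws the variances of noisy probes toward the rest, so these shares may overstate recovery in the real data. There, some genes above 2-fold did not pass, such as Gpr17 (2.42-fold). In a simulation of 11222 genes with 1 list of 26 raised by 1.5-fold, camera passed that list and 0 of 36 lists that share no gene with it. Its genes were also independent, so it does not measure false calls for real lists. Splits of the real arrays that mix the groups gave 4 to 16 lists. Such splits stay unbalanced between the groups, so part of a real difference remains in them, and they do not measure false calls either. Figures were drawn with matplotlib 3.10.9.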

Results

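Transcript levels were measured in the right dentate gyrus (DG) of 6 mice, each on its own array. The DG is the part of the hippocampus that holds the granule cells and an adult neurogenic niche. 3 mice had been injected with saline, and 3 with kainic acid, a glutamate receptor agonist, until status epilepticus (KA-SE) developed. Tissue was collected 72 h after injection. The bead arrays carried 45281 probes. A detection p-value under 0.05 was reached by 21798 probes on the array of saline replicate 2 and by 22771 probes on that of KA-SE replicate 1, and the other arrays lay between these values. These shares came to 48.1% and 50.3% of the probes. Median raw intensities ranged from 47.8 to 63.0. No pair of arrays held identical values, and the number of arrays limits the precision of every comparison.

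Reproducibility of detection was compared first. All 3 saline arrays detected 20505 probes, which is 86.0% of the 23832 probes that any saline array detected. For KA-SE, the corresponding share was 84.5%, with 20507 probes on all 3 arrays and 24265 on any. Of the 21226 probes detected on all arrays of at least 1 group, 19786 were shared by both groups, which is 93.2%. Another 719 probes met this criterion only in saline and 721 only in KA-SE. Log2 signals of these probes correlated at a mean Pearson r of 0.992 within saline, 0.990 within KA-SE and 0.990 between the groups, across probes, which are not independent replicates. The first principal component held 28.4% of the variance and separated the groups, and the second held 26.4% and did not.

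The main question was which transcripts differed in the DG 72 h after KA-SE. Of the 33 genes that rose, 10 stood on a fixed list and 23 on none. Gfap, the intermediate filament of astrocytes, had a mean log2 signal of 13.27 in KA-SE against 11.37 in saline, a 3.72-fold rise with a log2 change of 1.89 ± 0.138 (SE, n = 3 per group, limma adjusted p = 0.00057). The complement gene C4a rose 3.50-fold (log2 change 1.81 ± 0.167) and its paralog C4b 3.21-fold (1.68 ± 0.239), although probes of these near-identical genes cannot be assumed to tell them apart. Other tested probes of C4b were 1.79-fold and 1.35-fold higher and did not pass. Serpina3n, a protease inhibitor of reactive astrocytes, rose 3.01-fold, and Vim, another intermediate filament, rose 2.92-fold (limma adjusted p = 0.014 and 0.0472). The small heat shock protein gene Hspb6 rose 2.58-fold. Among genes of microglia and macrophages, the Fc receptor gene Fcgr3 rose 2.45-fold and the perforin-like gene Mpeg1 rose 2.43-fold. The cell cycle inhibitor gene Rprm rose 2.36-fold, Tmem253 2.26-fold and the matrix proteoglycan gene Bgn 2.21-fold. Glycam1 rose 3.24-fold, but from a signal detected on only 1 of the 3 saline arrays.

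Fewer transcripts were lower in KA-SE. Rtl3, a gene derived from a retrotransposon, fell 2.48-fold (log2 change -1.31 ± 0.167, limma adjusted p = 0.0251), with detection on 2 of the 3 KA-SE arrays. Ryr1, which encodes a calcium release channel of the endoplasmic reticulum, fell 1.91-fold (-0.93 ± 0.128, adjusted p = 0.0253). The remaining genes with the smallest p-values in this direction did not pass. Fst, which encodes the activin antagonist follistatin, was not above background on any KA-SE array, with a signal at least 1.41-fold higher in saline (adjusted p = 0.0706). The neuropeptide gene Cort had a log2 change of -0.87 ± 0.191, and the transcription factor gene Etv4 one of -0.67 ± 0.144. Log2 changes of Carmil1 (-0.63), P2rx5 (-0.62), Rasd1 (-0.56), Moxd1 (-0.55), Epop (-0.54), Camk1g (-0.48) and Pip5k1b (-0.48) had adjusted p-values from 0.129 to 0.168.

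**Figure D1:**
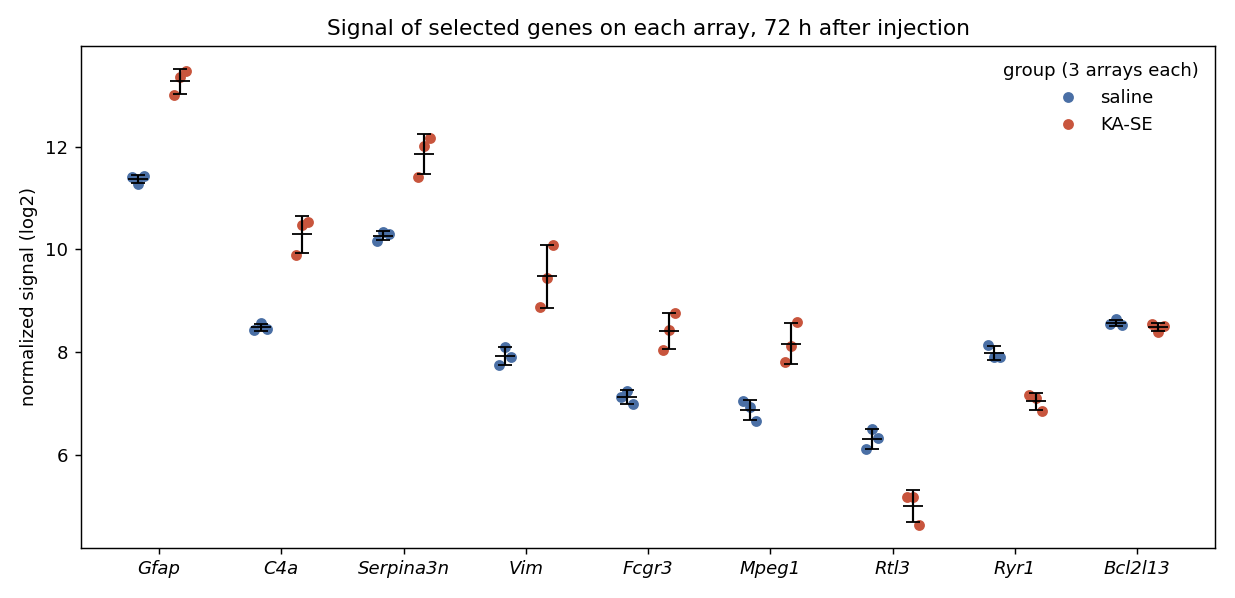
Normalized log2 signal (vertical axis) of 9 genes on each of the 3 saline and 3 KA-SE arrays; points are arrays, and bars give the mean and SD. Gfap lies at a mean of 13.27 in KA-SE against 11.37 in saline, Ryr1 lies lower in KA-SE, and the Bcl2l13 values of the groups overlap.

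Across all 21226 probes tested, 49 passed an adjusted p of 0.05 in limma, 45 of them higher and 4 lower in KA-SE. By the brightest probe of each of 11222 genes, 33 genes were higher and 2 were lower. At an unadjusted p under 0.05 there were 1726 probes, and the groups did not overlap for 2776 probes, or 13.1%, where chance gives 10%. With median scaling in place of quantile normalization, 63 probes were higher and 15 lower, against a median change of all probes of -0.10. The count differed whichever array was left out: it was 5 without saline replicate 1, 5 without saline replicate 2, 4 without saline replicate 3, 79 without KA-SE replicate 1, 5 without KA-SE replicate 2 and 4 without KA-SE replicate 3. Gfap and C4a passed in each of these 6 fits, and the other 33 passing genes did not. With no filter on dim probes, 0 probes passed in limma (3000 at an unadjusted p under 0.05), and the adjusted p of Gfap was 0.111, against 9.6e-08 to 0.111 over its alternatives on the log2 scale. Its log2 change lay between 1.80 and 2.03 in these alternatives.

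Gene lists for cell types and pathways were then compared with the other genes by camera, with a preset correlation between genes of 0.01. Of 42 lists, 40 had at least 5 tested members, and 19 of these were shifted, 16 higher and 3 lower in KA-SE. None passed when the correlation was estimated for each list, where the lowest adjusted p was 0.182. The estimate was 0.61 for activated microglia and macrophage genes. It lay below the preset for myelinating oligodendrocyte (-0.048), synaptic (-0.014), survival-promoting BCL2 family (-0.029) and p53 target genes (-0.022). For these lists a higher correlation therefore cannot account for the lost call. Camera with an estimated correlation thus loses calls for another reason too, so its adjusted p-values do not measure correlation alone. Splits of the arrays that mix the groups also passed lists at the preset correlation, up to 16, though part of a real difference stays in such splits. Fry, which tests each list without comparing it with other genes, passed 5 lists: reactive astrocyte, resting microglia, myelinating oligodendrocyte, cell cycle and, lower, synaptic vesicle and postsynaptic density (adjusted p = 0.0493 each).

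Lists of microglia and of immune genes were shifted upward. The activated microglia and macrophage list had a median log2 change of 0.61, with 24 of 26 members positive (camera adjusted p = 2.5e-22, adjusted p = 0.182 with an estimated correlation). In it, 3 members rose, Fcgr3, the inhibitory Fc receptor gene Fcgr2b (2.01-fold) and the lysozyme gene Lyz2 (2.11-fold), and 18 passed when adjusted over the list alone. Beside these, the endothelial and mural cell list had a median of 0.15 and the hemoglobin genes Hba-a1 and Hbb-bt had log2 changes of 0.30 and 0.29, none of which passed. The resting microglia list had a median of 0.44, with 12 of 13 members positive (adjusted p = 1.5e-11, and 0.182 with an estimated correlation). The orphan receptor gene Gpr34 rose 1.80-fold, and 10 members passed when adjusted over the list alone. The complement list had a median of 0.71 with all 8 members positive (adjusted p = 2.6e-07, and 0.182 with an estimated correlation). C4b was the member that rose, and 5 passed when adjusted over the list alone, among them C1qb (log2 change 0.87) and C1qc (0.92). Median log2 changes were 0.39 for interferon response, 0.35 for cytokine and chemokine and 0.29 for antigen presentation genes, with no member past the threshold over all probes. Their camera adjusted p-values were 1.8e-07, 1.4e-05 and 6.3e-05, against adjusted p-values of 0.266, 0.182 and 0.237 with an estimated correlation. Adjusted over the list alone, 4, 7 and 2 members of these passed, such as Irf8 (0.63), Ccl9 (0.74) and H2-K1 (0.50). Relative to the saline mean, the interferon list lay at 0.23, 0.17 and 0.80 on KA-SE replicates 1, 2 and 3, and the antigen presentation list at 0.14, 0.19 and 0.49. Without KA-SE replicate 3 their medians were 0.18 and 0.18. With no filter on dim probes, which adds dim members to a list, the medians were 0.21 for complement, 0.20 for interferon response and 0.10 for cytokine and chemokine genes. With a normexp offset of 50 they were 0.17 for cytokine and chemokine and 0.19 for antigen presentation genes, and each of these lists stayed past the camera threshold at the preset correlation.

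Astrocyte and tissue remodelling genes were also shifted upward. The reactive astrocyte list had a median log2 change of 0.59, with 19 of 23 members positive (camera adjusted p = 5.5e-18, adjusted p = 0.182 with an estimated correlation). Gfap, Serpina3n, C4b and Vim rose, and 16 members passed when adjusted over the list alone. The resting astrocyte list had a median of 0.19 (adjusted p = 0.000427, and 0.182 with an estimated correlation). None of its 16 members passed over all probes and 5 did when adjusted over the list alone, among them the glutamate transporter gene Slc1a2 (log2 change 0.64 ± 0.121) and the gap junction genes Gjb6 (0.45) and Gja1 (0.35). Other tested probes of Slc1a2 gave 0.62 and 0.0025. The extracellular matrix and wound list had a median of 0.29 (0.44 without saline replicate 1), with 25 of 26 members positive (adjusted p = 1.0e-10, and 0.182 with an estimated correlation). Bgn was the member that rose, and 10 passed when adjusted over the list alone, including Cd44 (0.76) and S100a6 (1.21). Other tested probes of Cd44 gave 0.49 and -0.11. Timp1, an inhibitor of matrix proteases, had a log2 change of 1.77 ± 0.355 but was detected on 1 of the 3 saline arrays. With no filter on dim probes the medians were 0.37 for reactive astrocyte and 0.15 for extracellular matrix and wound genes, that of reactive astrocyte genes was 0.39 with a normexp offset of 50, and that of resting astrocyte genes was 0.08 with median scaling, where the median of all probes was -0.10.

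Of the oligodendrocyte lineage, the precursor list had a median log2 change of 0.17 (camera adjusted p = 0.00439, adjusted p = 0.182 with an estimated correlation). In it, Bmp4 rose 2.06-fold. Adjusted over the list alone, 5 of 13 members passed, among them Gpr17 (log2 change 1.28), Nkx2-2 (0.76) and Enpp6 (0.49), genes of differentiating precursors. Another tested probe of Nkx2-2 gave 0.20. Without saline replicate 3 the median of the list was 0.08. The myelinating oligodendrocyte list had a median of 0.16, or 0.24 without saline replicate 1 (adjusted p = 0.000352, and 0.182 with an estimated correlation), with no member past the threshold over all probes and 5 when adjusted over the list alone, among them Cldn11 (0.45) and Trf (0.38). The cell cycle list had a median of 0.12 with 24 of 32 members positive (adjusted p = 0.000427, and 0.182 with an estimated correlation). None of its members passed over all probes and 7 did when adjusted over the list alone, including Prc1 (0.67), Uhrf1 (0.58) and Cdt1 (0.47). Without saline replicate 1 the median of the list was 0.07. The neural stem and progenitor cell list had a median of 0.24 (adjusted p = 0.02, and 0.324 with an estimated correlation), with Sox9 at 0.39, Sox2 at 0.38 and Hes5 at -0.39, and no member passed on either scale. This list's call was lost without saline replicate 2, saline replicate 3 or KA-SE replicate 3, where the adjusted p-values were 0.0581, 0.0616 and 0.161. Its median was 0.15 without saline replicate 3, 0.14 with a normexp offset of 50, 0.15 with no filter on dim probes, 0.15 with array weights and 0.14 with the mean of each gene's probes. With median scaling, where the median of all probes was -0.10, medians were 0.04 for oligodendrocyte precursor, 0.07 for myelinating oligodendrocyte and 0.12 for neural stem and progenitor cell genes, and that of cell cycle genes was 0.07 with a normexp offset of 50.

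**Figure D2:**
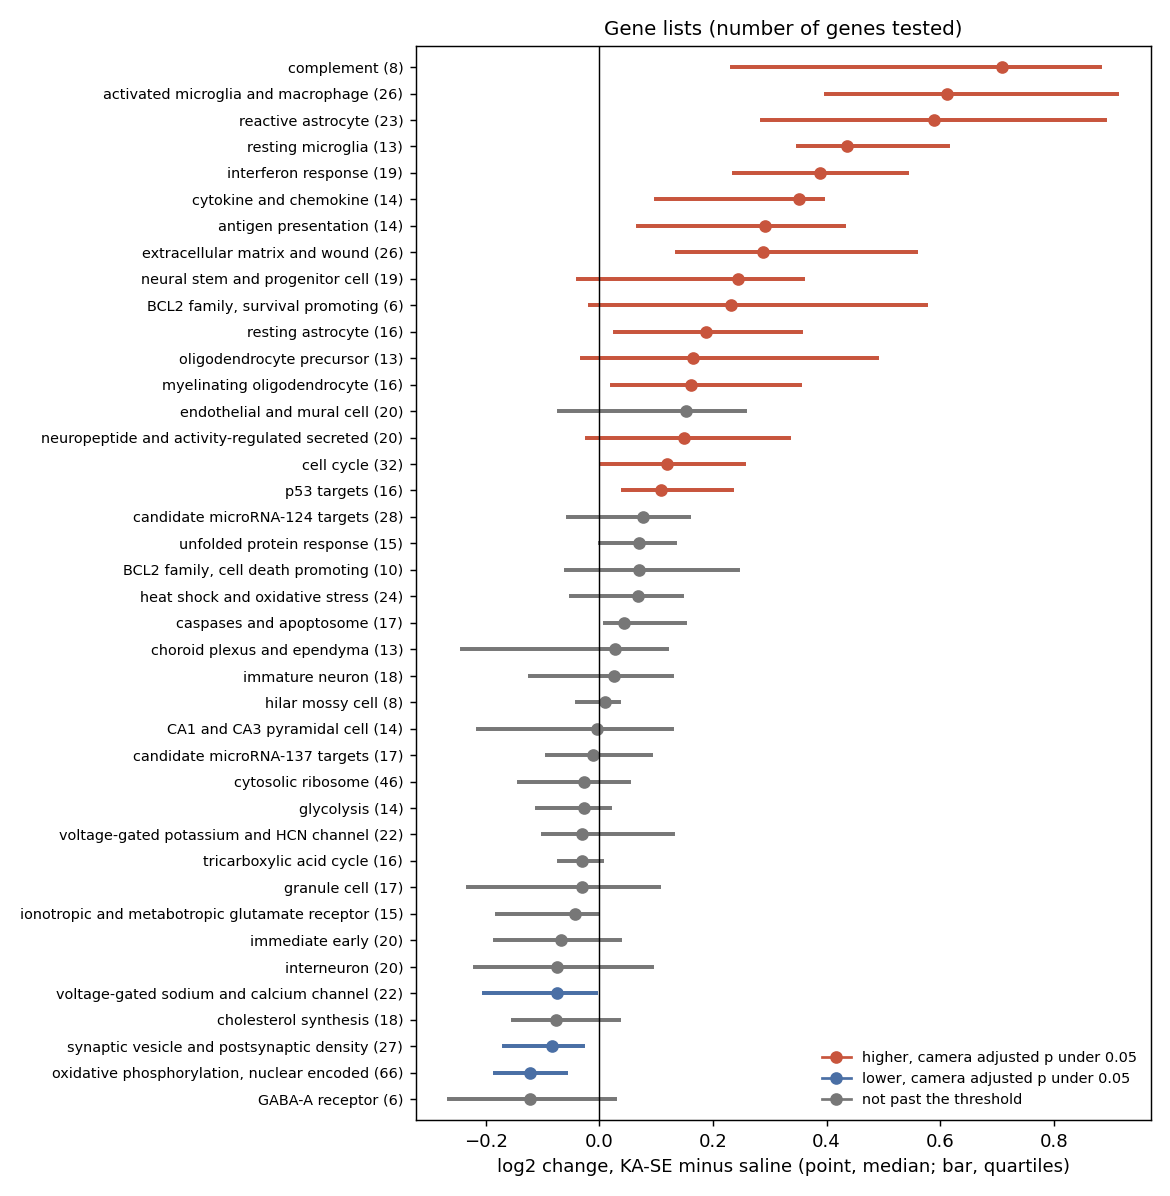
Median (point) and quartiles (bar) of the log2 change between KA-SE and saline over the tested genes of each list, with the number of genes in brackets on the vertical axis. The complement, activated microglia and reactive astrocyte lists lie at 0.71, 0.61 and 0.59, and colours mark lists past the camera threshold at the preset correlation.

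Neuronal lists were compared in the same way. The neuropeptide and activity-regulated list had a median log2 change of 0.15 (camera adjusted p = 0.02, adjusted p = 0.223 with an estimated correlation), with no member past the threshold over all probes and 3 when adjusted over the list alone. These were the neuropeptide genes Gal (1.25 ± 0.237) and Cck (-0.40 ± 0.114) and the pentraxin gene Nptx2 (0.52 ± 0.135), and Npy had a log2 change of 0.75 ± 0.247. Its call was lost without saline replicate 1 (adjusted p = 0.0806) and without KA-SE replicate 2 (0.0907). The synaptic vesicle and postsynaptic density list had a median of -0.08, with 22 of 27 members negative (adjusted p = 0.00519, and 0.182 with an estimated correlation). Its median was -0.13 without KA-SE replicate 3. Among its members were Dlg2 (-0.42) and Pclo (-0.38), while other tested probes gave -0.04 for Dlg2 and 0.18 and -0.22 for Pclo. The voltage-gated sodium and calcium channel list had a median of -0.08 (adjusted p = 0.02, and 0.266 with an estimated correlation), and its call was lost without saline replicate 3 (adjusted p = 0.0616) or KA-SE replicate 3 (0.141). The median of this list was -0.14 without KA-SE replicate 1 and -0.12 without KA-SE replicate 2. With median scaling, medians were 0.04 for the neuropeptide, -0.18 for the synaptic and -0.20 for this channel list, against -0.10 over all probes. No member of the synaptic or the channel list passed, over all probes or over the list alone. The lists for granule cells (median -0.03), immature neurons (0.03), interneurons (-0.07), hilar mossy cells (0.01) and CA1 and CA3 pyramidal cells (-0.0048) did not pass, nor did those for glutamate receptors (-0.04), GABA-A receptors (-0.12), potassium and HCN channels (-0.03) and immediate early genes (-0.07). The mean over the interneuron list was positive (0.03) while its median and test were negative, and the potassium channel list had a mean of 0.0005 with a median and test that were negative.

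The oxidative phosphorylation list, the nuclear-encoded subunits of the respiratory chain, had a median log2 change of -0.12, with 60 of 66 members negative and none past the threshold over all probes or over the list alone (camera adjusted p = 1.4e-05, adjusted p = 0.421 with an estimated correlation). On the arrays of KA-SE replicates 1, 2 and 3 the median of its members lay at -0.31, -0.05 and -0.01 relative to the saline mean. Without KA-SE replicate 1 the list had a median of -0.03 and an adjusted p of 0.21, where its alternatives ranged from 3.8e-09 to 0.421, and without KA-SE replicate 3 the median was -0.21. With median scaling it was -0.23, against -0.10 over all probes. The cytosolic ribosome list also lay lower on the array of KA-SE replicate 1, at -0.31. The lists for the tricarboxylic acid cycle (median -0.03), glycolysis (-0.03), cytosolic ribosome (-0.03), cholesterol synthesis (-0.08), unfolded protein response (0.07) and heat shock and oxidative stress (0.07) did not pass.

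Markers of other tissue that the dissection could hold were compared in the same way. The endothelial and mural cell list had a median log2 change of 0.15 (camera adjusted p = 0.111), and the choroid plexus and ependyma list had one of 0.03 (adjusted p = 0.797). The choroid plexus gene Ttr had a log2 change of 1.45 ± 1.33, and its log2 signal on saline replicates 1, 2 and 3 was 14.85, 7.82 and 13.32. The red blood cell list had 4 tested members and was not tested as a list, and the hemoglobin genes Hba-a1 and Hbb-bt had log2 changes of 0.30 ± 0.130 and 0.29 ± 0.127 (adjusted p = 0.582 and 0.579). The lymphocyte and granulocyte list had 1 tested member.

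**Figure D3:**
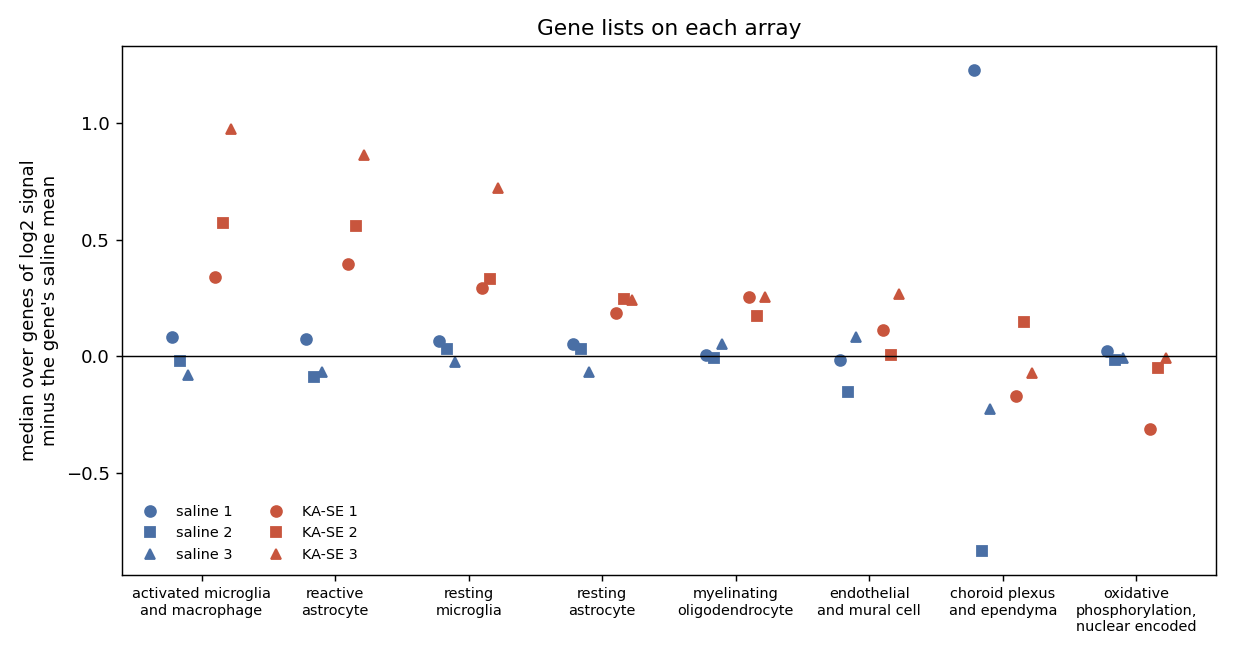
Median over the genes of a list of the log2 signal minus each gene's saline mean (vertical axis), for 8 lists on each of the 6 arrays. The activated microglia and reactive astrocyte lists lie higher on each KA-SE array than on each saline array, the oxidative phosphorylation list lies lowest on KA-SE replicate 1 at -0.31, and the choroid plexus list differs most between the saline arrays.

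The study asked how apoptosis-related molecules changed after KA-SE, and Bcl2l13, a mitochondrial member of the BCL2 family, was among its transcripts of interest. Its claim concerned microRNA action on the BCL2L13 protein, measured in the left DG and checked by western blot. It also states that RT-QPCR on the same samples backed the array values of the mRNA. Protein was not examined here. Bcl2l13 had a mean log2 signal of 8.49 in KA-SE against 8.58 in saline, a log2 change of -0.09 ± 0.109 (SE, n = 3 per group, limma adjusted p = 0.936). The exact two-sided permutation test of these values gave a p of 0.2, where 3 against 3 arrays cannot go below 0.1. This difference was smaller than its standard error. Another probe of the gene gave -0.14 ± 0.111 (limma adjusted p = 0.863), with all 3 KA-SE values below the saline values and an exact permutation p of 0.1, the smallest this design allows. The list of death-promoting BCL2 family members had a median log2 change of 0.07 and that of caspases and the apoptosome one of 0.04 (camera adjusted p = 0.266 and 0.264). In the latter, Casp8 (0.65 ± 0.148) passed only when adjusted over the list alone. The list of survival-promoting BCL2 family members, with 6 tested genes, had a median of 0.23 (adjusted p = 0.02, and 0.182 with an estimated correlation), in which the paralogs Bcl2a1d (0.97) and Bcl2a1b (0.67), known from leukocytes, were the 2 members that passed when adjusted over the list alone. Its call was lost without saline replicate 3 (adjusted p = 0.0656) and with the mean of each gene's probes (0.0695), where its median was 0.14, and with median scaling the median was 0.11. The p53 target list had a median of 0.11 (adjusted p = 0.0485, and 0.22 with an estimated correlation), with no member past the threshold on either scale. Its call was lost without saline replicate 1 (0.229), saline replicate 3 (0.0656), KA-SE replicate 2 (0.262) or KA-SE replicate 3 (0.117), all as adjusted p-values. It was also lost with cyclic loess (0.062), the authors' processed values (0.06), no filter on dim probes (0.0628) and the mean of each gene's probes (0.0659), and its median was 0.04 with median scaling. Candidate targets of microRNA-124 had a median of 0.08 and those of microRNA-137 one of -0.01 (camera adjusted p = 0.207 and 0.608). Bcl2l13 was placed on both of these lists because the study names it, so its membership is not independent evidence. Vim was the single member that rose in the former, and no member of the latter passed.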

Values the study reported

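The study used 3 animals in each group, gave kainic acid at an initial 24 mg per kg followed by doses of 10 mg per kg, and reported RNA integrity numbers above 8. From each RNA sample 500 ng was processed, and 1500 ng of cRNA was hybridized. For the transcript data the study reported reproducibility above 80% within each group and a between-group overlap above 90%. Its criterion for a difference between treatments was a permutation P below 0.01.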

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

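The replicate block is described last, and all alternatives below were planned. The number of probes past the threshold, 49 in limma, was 78 with median scaling, 22 with cyclic loess, 9 with the authors' processed values, 0 without a filter on dim probes (3000 at an unadjusted p under 0.05), 81 with an intensity trend and robust variance prior, 89 with array weights, 31 with 1 representative probe per gene and 32 with the mean of a gene's probes. It ranged from 4 to 79 when 1 array was left out. A permutation p under 0.01, with the null pooled over probes, gave 401 probes, 271 higher and 130 lower in KA-SE, where chance gives 212. In limma there were 580 at an unadjusted p under 0.01 and 1726 under 0.05. After Benjamini-Hochberg adjustment the permutation gave 0 probes (limma 49), an outcome fixed in advance. Its pooled null holds the real grouping itself, also with the labels swapped, so no adjusted p under 0.05 could be reached. Testing genes in place of probes lowers the number tested, and for the remaining alternatives the cause was not tested. The number of shifted lists, 19, was 0 with an estimated correlation and 5 with fry, and between 16 and 22 in the other alternatives. Of the 35 passing genes, 2 passed in all fits that left out 1 array, 24 in some and 9 in none. For the genes described or past the threshold, 1979 comparisons kept their direction and side of the threshold, 295 lost a call, 39 gained one and 3 changed sign, all of them for choroid plexus and ependyma genes that never passed: Ttr from -0.63 without saline replicate 2 to 2.88 without saline replicate 1, Kl from -0.65 without saline replicate 2 to 0.20 without saline replicate 1, and Dynlrb2 from -0.0078 without KA-SE replicate 2 to 0.56 without KA-SE replicate 1. The difference between saline replicates 1 and 2 in choroid plexus genes, on which Ttr and Kl turn, is weighed under other observations, and for Dynlrb2 the cause was not tested. Bcl2l13 did not pass in any alternative, with log2 changes from -0.23 to -0.05. None of the 19 shifted lists changed direction, with 329 comparisons on the same side of the threshold and 51 that lost the call. At a detection p-value under 0.01 the detection shares were 89.0% in saline, 87.4% in KA-SE and 94.1% between groups, and over all probes the mean correlations were 0.995, 0.994 and 0.994. Fold changes near the background may be compressed. With a normexp offset of 50 some list medians were lower, such as 0.17 against 0.35 for cytokine and chemokine genes. How far folds depart from the true ones was not tested. Probes detected throughout 1 group only numbered 719 in saline and 721 in KA-SE, of which 32 and 62 were never detected in the other group. The seed site alternative was not run.

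Samples of the 2 groups come from different mice and share only a replicate number. Deviations from the group means correlated at 0.022, 0.185 and 0.239 for numbers 1, 2 and 3, and every sample except KA-SE replicate 1 correlated best with its own number. With the replicate block, 32 probes and 19 lists passed.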

Other observations

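The tests on variation between arrays in the oxidative phosphorylation list and on choroid plexus tissue, the mixed test and the genes of the following paragraph were chosen after the values were seen. The other tests were planned.

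Beyond the genes described above, further transcripts rose that stood on no list. Among these, the checkpoint receptor gene Lag3 had a log2 change of 1.05 ± 0.147, the interleukin 10 receptor gene Il10ra one of 1.03 ± 0.168, Slamf9 one of 1.06 ± 0.176, the sialic acid receptor gene Cd33 one of 0.91 ± 0.143 and Pld4 one of 0.81 ± 0.133. The dopamine receptor gene Drd1 rose with a log2 change of 0.87 ± 0.120, the potassium channel subunit gene Kcne1l with 1.04 ± 0.119, the mitochondrial folate enzyme gene Aldh1l2 with 0.95 ± 0.117 and the serine protease gene Htra4 with 1.07 ± 0.148. Their limma adjusted p-values lay between 0.0149 and 0.0478. Of these 9 genes, Kcne1l passed in 2 of the 6 fits that left out 1 array, and the others in 1 or 0. Over the alternatives on the log2 scale their log2 changes stayed positive, from 0.88 to 1.11 for Kcne1l, 0.69 to 0.93 for Drd1, 0.65 to 1.13 for Il10ra and 0.74 to 1.29 for Slamf9.

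The granule cell, immature neuron and interneuron lists and the candidate targets of microRNA-124 held members with values in both directions. Camera did not pass these lists, but fry's mixed test, which asks whether members change in either direction, gave adjusted p-values of 0.00371, 0.00237, 0.0144 and 0.00646. The mixed test passed 17 of the 40 lists, of which these 4 were not shifted by camera. In the granule cell list Plekha2 (log2 change 0.71) and Rasl10a (0.66) were higher and C1ql3 (-0.54) was lower when adjusted over the list alone, and none passed over all probes. Among immature neuron genes the values were 0.55 for Sox11, 0.34 for Sox4 and -0.33 for Tubb2b, and no member passed on either scale. Other tested probes of Tubb2b lay between -0.12 and 0.01.

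The rise of the glial and immune lists was set against 3 technical explanations, by differences of list medians. Their 95% bootstrap intervals are over genes, treat genes as independent and hold the arrays fixed, so they leave out the spread between mice. A lower share of neurons would raise all other cell types alike, yet the activated microglia list exceeded the myelinating oligodendrocyte list by 0.45 (0.207 to 0.646) and the endothelial and mural list by 0.46 (0.267 to 0.705), which argues against it as the whole cause; the medians of 0.16 and 0.15 in those lists leave room for a small shift of this kind. The activated microglia list exceeded the choroid plexus and ependyma list by 0.58 (0.397 to 0.942), against choroid plexus as the source. It also exceeded the red blood cell list, by 0.37 (0.212 to 0.830), which goes against blood as the source. That list had only 4 members, so its interval is a weak guide, and other tested probes of Hbb-bt gave 0.57, 0.31 and 0.26. The lymphocyte and granulocyte list, with 1 tested member, was not compared. More glial cells and more transcript per cell, both possible after KA-SE, and a difference between array batches were not tested. The 3 KA-SE arrays differed too, with medians of the activated microglia list at 0.34, 0.57 and 0.97 relative to saline. On the same arrays the myelinating oligodendrocyte list lay at 0.26, 0.17 and 0.25, and the endothelial and mural list at 0.11, 0.005 and 0.27. The gap to the myelinating oligodendrocyte list was thus narrow on KA-SE replicate 1.

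The lower signal of oxidative phosphorylation genes was weighed against a trend with brightness and against variation between arrays. Its median of -0.12 lay at percentile 0 of 10000 random lists matched on signal, whose central 95% ran from -0.04 to 0.03, which argues against a trend shared by bright probes. However, 3 of the 10 splits of the arrays, the real one included, gave the list a median as large in size, up to 0.14, and KA-SE replicate 1 alone lay at -0.31. Without that array the median was -0.03. The list's difference may therefore reflect this 1 array, in which the median of the cytosolic ribosome list also lay at -0.31; whether that mouse or its RNA differed was not tested.

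Ttr, the brightest of the choroid plexus genes tested, differed more between saline arrays than between groups. Its log2 signals were 14.85, 7.82 and 13.32 on saline replicates 1, 2 and 3, and 13.28 to 13.64 on the KA-SE arrays. Of the other 12 tested genes of the choroid plexus and ependyma list, 11 were highest on saline replicate 1 among the saline arrays and 9 lowest on saline replicate 2. Their median difference between these arrays was 1.87, at percentile 100 of 10000 random lists matched on signal. As a hypothesis, found on the same data, choroid plexus tissue carried along to a different extent in each dissection may account for this, and no biological explanation was tested.

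The real grouping of the arrays gave 49 probes and the highest of the other splits 1 probe. For shifted lists the real grouping gave 19 and the highest other split 16. With 10 splits, of which 1 gave each count, no share under 0.05 can be reached. Camera at the preset correlation thus passed 4 to 16 lists in splits that mix the groups. Part of a real difference stays in these unbalanced splits, so the counts are not counts of false calls. For 16 of the 19 shifted lists the median was larger in size under the real grouping than under any other split. The exceptions were the oxidative phosphorylation, oligodendrocyte precursor and voltage-gated sodium and calcium channel lists. These lists were picked by their shift under the real grouping, and the other splits mix the groups, so this is not separate support. Among all 40 tested lists, 19 had their largest median under the real grouping, including lists that did not pass.

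Under the study's permutation threshold, with the null pooled over probes here, 248 genes passed by their brightest probe, and 47 of the 401 probes also passed in limma.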
